A study of Mus musculus with 4 samples. Its data were reported in "Transthyretin Is Commonly Upregulated in the Hippocampus of Two Stress-Induced Depression Mouse Models" (2023).

How the data were processed

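Total RNA was purified from dissected hippocampi of 2 control mice and 2 mice after repeated social defeat stress (R-SDS), labelled with biotin and hybridised to Affymetrix whole-transcript arrays of mouse genes, 1 array per mouse. The study describes the R-SDS mice on its arrays as susceptible, that is, as avoiding an unfamiliar ICR mouse in a social interaction test; the sample labels give only the stress and no such class. The sources name different labelling kits, and which of them was used is not settled here. Groups and replicate numbers were taken from the sample titles. The labels do not tell whether a number marks a litter, a day or a batch. They describe each sample as coming from a mouse without saying that the mice differ, so the p-values measure the spread between these samples.

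The deposited table holds log2 values made by the authors with RMA in Affymetrix Expression Console, per the labels. RMA subtracts background, sets the arrays to a common distribution and summarises the probes of each transcript cluster. The 4 columns of the deposited table did not have identical distributions, and their quartiles differed by replicate number, and how the arrays were grouped for normalisation is not given in the sources used here. A genome build is not given in the sources used here, and no coordinates are printed. The values carry no detection call or depth, and the number of arrays limits the precision.

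Of the 35556 rows, 21789 had 1 gene symbol in the platform annotation (19938 genes), 1621 had several and 12146 were not listed there. Symbols were updated through their Entrez identifiers against the RefSeq gene table of GRCm38.p6, where 99.6% of the identifiers matched and 0 symbols changed. Only rows with 1 symbol were tested and named. Rows without a single symbol are counted separately.

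R-SDS and Control were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on the log2 values of all 4 arrays, with 1 coefficient for the stress and no filter on dim transcripts. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all tested transcripts, with a threshold of 0.05. Standard errors are limma's moderated ones, with 2 residual and 4.07 prior degrees of freedom. The thresholds of the study (log2 difference beyond 0.5, unadjusted p under 0.05) were applied to limma's p. Student's unpaired t-test was run as an alternative under the name of the methods' t-test. The study's methods name it beside the Mann-Whitney U-test and do not say which gave the array p-values.

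In addition, 39 gene lists of cell types, tissues and responses were fixed, of which 38 had at least 2 measured genes. For lists, each gene was represented by its transcript cluster with the highest mean over the arrays, and the lists were tested with camera at a preset correlation of 0.01, adjusted over all lists. Each list was also tested with the correlation estimated from the arrays and with fry, which tests whether its genes move on balance one way. With either, 0 lists were called. With the estimate, camera has only the 2 residual degrees of freedom of the fit, which limits its power for every list. The estimate lay below the preset 0.01 for the hepatocyte (-0.0055), major urinary protein (-0.0199) and Serpina1 (-0.256) lists. Correlation among their genes therefore did not cost these lists their call. A few genes belong to several lists (Ttr to the choroid plexus, hepatocyte and thyroid lists).

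The genes named are 9 genes the study speaks of, up to 10 transcripts per direction with the largest difference past the thresholds of the study whose groups did not overlap, since 0 passed the adjusted p, and the members with the largest differences of each list (up to 4 for a called list and 2 for others). Predicted genes, small RNAs and chemosensory receptors were passed over among the largest transcripts, apart from names that this rule did not catch (Rnu5g and V1ra8). Other genes were named after their values were seen. These are Apoh, Fgg, Hp, Ambp, Trf and Rbp4 of the hepatocyte list, Ifit3 of the interferon list, and the genes of the closing section. The test, the lists, the naming rule and the alternatives were set before the data were examined, except where a part says otherwise.

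The procedure was tested on simulated data of 21789 transcripts with the spread of these arrays. After adjustment limma recovered 0% of changes of log2 0.5, 28% of 1, 96% of 2 and 100% of 4. With no change in any gene, 2.32% of transcripts passed the thresholds of the study and 0 the adjusted p. The real arrays gave a smaller share, with 74 of 21789 past these thresholds. Lcn2 (2.57) and Serpina1c (-1.99) did not pass the adjusted p there. The simulated recovery may therefore not hold for these arrays. A list of 28 genes raised by 0.5 was recovered by camera (adjusted p = 3.48e-26), and 0 of 199 unraised lists were called; the simulated genes were independent of each other. Array plots were drawn with matplotlib 3.10.9.

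The alternatives were the methods' t-test, eBayes with a trend and robust option, a further quantile normalisation, cyclic loess, brighter transcripts only, all rows, the mean of a gene's transcripts, a size threshold of 1, the replicate number as a block, leaving out each array in turn, camera on ranks, and the lists without the genes the study chose.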

Results

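Gene expression was measured in the hippocampus of 4 male C57BL/6JJmsSlc mice on microarrays, 1 array per mouse. Mice of the R-SDS group (2 arrays) had gone through repeated social defeat stress, in which a male mouse is placed with an aggressive male of the ICR strain every day and is kept beside it overnight behind a divider. Control mice (2 arrays) were housed in divided cages without defeat. The 4 arrays correlated at 0.988 to 0.996 over the 21789 transcripts with a single gene symbol (Pearson, across transcripts, which are not independent replicates). The width of the value distribution followed the replicate number and not the stress. The interquartile range over all 35556 rows was 3.34 in Control 1 and 3.37 in R-SDS 1, but 3.06 in Control 2 and 3.11 in R-SDS 2. For this reason the differences within replicate number 1 (R-SDS 1 minus Control 1) and within number 2 are given beside the group differences. The number of arrays limits the precision of every value below.

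The comparison asked which hippocampal genes differ between R-SDS mice and control mice. Lcn2, which encodes the secreted iron-siderophore carrier lipocalin 2, showed the largest higher value in R-SDS mice among the transcripts past the thresholds of the study, with a log2 difference of 2.57. Of 28 measured genes known from liver, 13 were lower in both R-SDS mice than in both controls. Among them were Alb (serum albumin, -1.70) and Serpina1c (an alpha-1-antitrypsin, -1.99), the latter near the lower end of the scale in R-SDS mice. The call of this liver list was lost with a correlation estimated from these arrays (adjusted p = 0.474 with an estimated correlation). The estimate, -0.0055, lay below the preset 0.01, so correlation among its genes did not remove the call. Genes of the choroid plexus, the epithelium that secretes cerebrospinal fluid into the ventricles, were far higher in R-SDS 1 and not in R-SDS 2. Ttr, the transthyretin gene that the study is about, differed more between the 2 control mice than between the groups.

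No transcript passed an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment. The counts were 0 higher and 0 lower of 21789, and the smallest adjusted p was 0.264, for Alb. At an unadjusted p under 0.05, limma counted 221 transcripts, where 1089 would be expected by chance, and the methods' t-test counted 440, with 0 after adjustment. With the replicate number as a block, limma counted 1047. For Control 1 and R-SDS 1 against Control 2 and R-SDS 2 it counted 5893. The error of the main fit thus includes the difference between replicate numbers, and a gene that fails there is not shown to be unchanged. At the thresholds of the study, a log2 difference beyond 0.5 and an unadjusted p under 0.05, limma counted 32 transcripts higher and 42 lower in R-SDS mice, of which 5 and 19 were predicted genes, small RNAs or chemosensory receptors and are only counted. After a further quantile normalisation, the counts were 36 higher and 28 lower. The groups did not overlap for 18.5% of transcripts, and chance gives 33.3% with 2 arrays against 2. Leaving out any single array raised both counts to at least 67, and to as many as 416 higher and 323 lower without R-SDS 2. At the adjusted p, 46 were called higher and 3 lower without R-SDS 2, and 1 and 1 without R-SDS 1.

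After Lcn2, the transcripts with the largest higher values past these thresholds were Aqp1 (a water channel, 1.24), Cltrn (collectrin, 0.89), Ch25h (cholesterol 25-hydroxylase, 0.82) and Ppbp (a platelet chemokine, 0.78). They were followed by Vwf (von Willebrand factor of endothelium and platelets, 0.67), Depp1 (0.65), the interferon-induced Ifitm1 (0.65) and Ifitm2 (0.65), and Zfp947 (0.64). Aqp1 is also a choroid plexus gene, and its difference was 1.95 within number 1 and 0.53 within number 2. After Serpina1c and Alb, the largest lower values were those of the spliceosomal RNA Rnu5g (-0.85), Trdn (triadin of the muscle calcium release complex, -0.80), Crxos (-0.78), the vomeronasal receptor V1ra8 (-0.76) and Mup5 (a major urinary protein, -0.72). Cyp2e1 (a liver cytochrome P450, -0.62) and Pzp (a plasma protease inhibitor, -0.61) came next. A further transcript of Trdn was lower by a log2 difference of -0.68, while other transcripts of Trdn went both ways. A brighter transcript of Ifitm1 was higher by only 0.25, and by less without Control 1. Its groups overlapped, with 6.2815 in Control 2 and 6.2752 in R-SDS 1. The other transcripts of Ifitm2 were higher by 0.55 and 0.45, and by less without R-SDS 1. They measured 7.90 and 7.83 in R-SDS 1 but 7.32 and 7.21 in R-SDS 2, against 7.16 and 7.20 in Control 1. All these genes except Alb had an adjusted p of 1 in limma. Several of them, such as Trdn and V1ra8, lay near the lower end of the scale, with control means of 2.47 and 3.15. Without R-SDS 1 the differences of Aqp1 (0.47), Cltrn (0.43), Ppbp (0.52), Depp1 (0.39), Ifitm2 (0.27) and Rnu5g (-0.53) were smaller, as were those of Crxos (-0.46) and V1ra8 (-0.49) without R-SDS 2, of Ifitm1 (0.31) without Control 1 and of the first Trdn transcript (-0.43) without Control 2.

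Among the genes that the study singled out, Lcn2 was the one whose arrays did not overlap between the groups. It measured 4.57 in Control 1 and 4.56 in Control 2, against 7.80 in R-SDS 1 and 6.47 in R-SDS 2, so that the means were 4.57 ± 0.01 (SD, n = 2) and 7.13 ± 0.94 (SD, n = 2). The log2 difference of Lcn2 was 2.57 (SE 0.40), a 5.93-fold higher level, with an adjusted p of 1 over all transcripts in limma. The control values of Lcn2 lay below the lower quartile of the tested transcripts (4.88 in Control 1, 5.08 in Control 2). The fold therefore rests on a dim baseline without a detection call. Adjusted over the list alone, that is over the 9 genes the study speaks of, the limma p of Lcn2 was 0.00593, but the study picked out Lcn2 on the arrays of this comparison, so this is not independent evidence. With the methods' t-test it was 0.549.

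Ttr measured 11.38 in Control 1, 7.43 in Control 2, 13.21 in R-SDS 1 and 8.79 in R-SDS 2. The group means were 9.40 ± 2.79 and 11.00 ± 3.12 (SD, n = 2 each), and the log2 difference was 1.60 (SE 1.70), or 3.02-fold. This difference was smaller than the spread between mice of a group (limma adjusted p = 1 over all transcripts, and 0.887 adjusted over the list alone). Control 1 exceeded Control 2 by 3.95, or 15.5-fold, and R-SDS 2 lay below Control 1 by a log2 difference of -2.59. Ttr was higher in the R-SDS mouse within both numbers, by 1.83 in number 1 and by 1.36 in number 2. The sign of the difference turned without R-SDS 1 (-0.61) and without Control 2 (-0.38), and it was 3.57 without Control 1 and 3.80 without R-SDS 2. Adjusted over the list alone, Ttr passed in limma with the replicate number as a block (adjusted p = 0.00157), where Lcn2 passed too (adjusted p = 0.00378). The block fit has 1 residual degree of freedom, and its adjusted p for Ttr over all transcripts was 0.960. With the paired form of the methods' t-test, the p of Ttr adjusted over the list alone was 0.719.

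The endothelial adhesion molecules Icam1 and Vcam1 overlapped between the groups, with log2 differences of 0.10 (SE 0.19) and 0.39 (SE 0.25). Vcam1 was higher by 0.66 in R-SDS 1 than in Control 1, and by 0.13 in R-SDS 2 than in Control 2. The other genes of the study differed by less than their standard errors. Bdnf, the brain-derived neurotrophic factor gene, differed by 0.04 (SE 0.14), Vgf by 0.03 (SE 0.19), Sirt1 by -0.04 (SE 0.13), Homer1 by -0.02 (SE 0.14) and the glucocorticoid receptor gene Nr3c1 by -0.08 (SE 0.15). Without Control 1 the sign turned for Icam1 (-0.14), Sirt1 (0.0362), Homer1 (0.0679) and Nr3c1 (0.0586), without Control 2 for Vgf (-0.11), and without R-SDS 1 for Vgf (-0.19), Bdnf (-0.0608) and Homer1 (0.0101), where Vcam1 stood at 0.0327. Without the block, Lcn2 was the 1 gene of the 9 past an adjusted p of 0.05 over the list alone, and 0 passed over all transcripts.

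**Figure D1:**
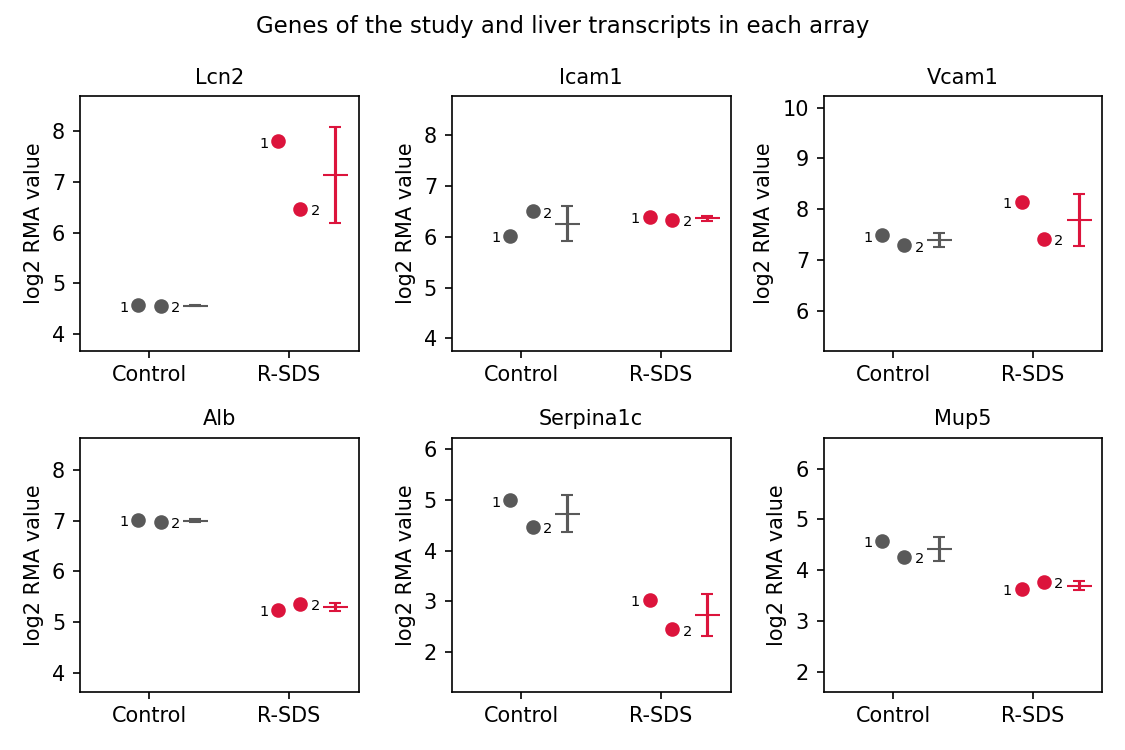
Log2 RMA values (vertical axes, each spanning the same range) of 6 genes in the Control and R-SDS groups, with 1 point per array, the replicate number beside it, and the mean with its SD (n = 2) to the right. The 2 R-SDS points lie above both controls for Lcn2 and below both controls for Alb, Serpina1c and Mup5, while those of Icam1 overlap with the controls.

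Of the 30 choroid plexus genes fixed as a list, 28 were measured, and all 28 had a higher mean in R-SDS mice, with a median log2 difference of 1.00. The list was called higher by camera with a preset correlation (adjusted p = 8.60e-14 over 38 lists), and the call was lost with the correlation estimated from these arrays (adjusted p = 0.625 with an estimated correlation). The difference lay in 1 mouse. Within number 1 all 28 genes were higher, by a median of 1.95, whereas within number 2 only 13 were higher and the median was -0.06. The potassium channel gene Kcnj13 differed by 3.41 within number 1 and by -0.27 within number 2, the chloride channel gene Clic6 by 3.25 and -0.15, and Tmem72 by 2.49 and 0.38. Without R-SDS 1 the list was called lower instead (camera adjusted p = 0.00144), and the group differences were -1.03 for Kcnj13, -0.44 for Clic6 and 0.35 for Tmem72; that of Kcnj13 was 0.81 without Control 2. By limma, 0 of the 28 genes passed adjusted over the list alone and 0 over all genes tested. Ttr belongs to this list.

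**Figure D2:**
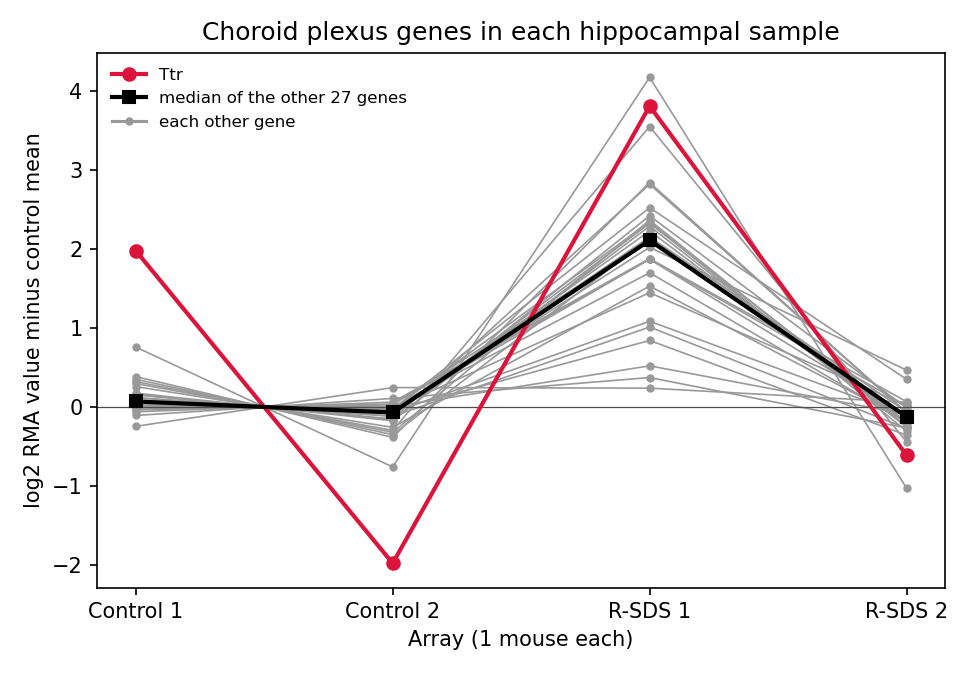
Log2 RMA value minus the mean of both controls (vertical axis) for the 28 measured choroid plexus genes in each of the 4 arrays (horizontal axis), with Ttr in red, the other 27 genes in grey and their median in black. The lines join the values of a gene and do not mark an order of the arrays. The median of the other genes stands at 2.11 in R-SDS 1 and at -0.12 in R-SDS 2, while Ttr also separates Control 1 from Control 2.

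Of the 36 hepatocyte genes fixed as a list, 28 were measured, with 22 lower and 6 higher in R-SDS mice and a median log2 difference of -0.16. The list was called lower by camera (adjusted p = 8.60e-14), and the call was lost with an estimated correlation (adjusted p = 0.474 with an estimated correlation). The estimated correlation of this list was -0.0055, which is below the preset 0.01. The medians within the numbers were -0.16 and -0.22. Alb measured 7.02 and 6.98 in the controls against 5.24 and 5.36 in the R-SDS mice (difference -1.70, SE 0.13). Serpina1c measured 4.99 and 4.47 against 3.03 and 2.45 (difference -1.99, SE 0.26). The R-SDS values of Serpina1c lay near the lower end of the scale, which limits the precision of its difference. By limma, 2 of the 28 genes passed adjusted over the list alone and 0 over all genes tested. The plasma protein genes Apoh, Fgg and Hp had group means within 0.01 of each other, and Ambp was higher by 0.35. The 3 major urinary protein genes measured were lower (camera adjusted p = 4.51e-06, and adjusted p = 0.625 with an estimated correlation), led by Mup5 (-0.72) and Mup3 (-0.54). For these 3, 2 passed in limma adjusted over the list alone and 0 over all genes. The Serpina1 list of 3 genes was called lower (adjusted p = 0.00196, and adjusted p = 0.625 with an estimated correlation), and 1 passed in limma adjusted over the list alone. That 1 gene was Serpina1c, since Serpina1d (-0.11) and Serpina1f (0.07) differed little, at -0.0561 and -0.13 without Control 1. A plot of the study that names liver transcripts was known when these 3 lists were written, so they are not independent evidence of the direction. The calls of these 3 lists held without any single array, but with camera on ranks the Serpina1 list was not called (adjusted p = 0.225). A filter for brighter genes left 3 hepatocyte genes (Ttr, Trf and Rbp4), too few to test the call.

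Vascular genes were called higher as lists. The brain endothelial list (14 genes measured, 10 higher, median 0.14) was led by the VEGF receptor gene Flt1 (0.40) and Emcn (0.37), and the pericyte and smooth muscle list (11 measured, 8 higher, median 0.14) by the channel subunit gene Abcc9 (0.35) and the smooth muscle actin gene Acta2 (0.34). Camera gave adjusted p = 0.00387 and 0.00267. With an estimated correlation, these were adjusted p = 0.698 and adjusted p = 0.625. The hypoxia and vascular growth list (13 measured, 12 higher, median 0.14), with Adm (adrenomedullin, 0.32) and Angptl4 (0.29), had a camera adjusted p of 0.00242, and adjusted p = 0.625 with an estimated correlation. The medians within number 1 and number 2 were 0.13 and 0.08 for endothelium, 0.25 and 0.12 for pericytes, and 0.10 and 0.12 for hypoxia. In limma, 0 genes of these 3 lists passed adjusted over the list alone and 0 over all genes. The endothelial list changed sign without Control 2 and without R-SDS 1 (camera adjusted p = 0.993 and 0.649). The call of the pericyte list was lost without Control 2 (camera adjusted p = 0.231) and without R-SDS 1 (0.711), as was that of the hypoxia list (0.487 and 0.711). Without R-SDS 1 the differences were 0.25 for Flt1, 0.21 for Emcn, 0.22 for Acta2, 0.10 for Adm and 0.0939 for Angptl4, and without Control 2 that of Flt1 was 0.24.

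Interferon-response genes (20 measured, 16 higher, median 0.13) were called higher, with Ifitm3 at 0.55, Stat2 at 0.41 and Ifit1 at 0.30, but Ifit3 at -0.29. Genes induced by glucocorticoids, the adrenal stress hormones, were called higher as well (19 measured, 16 higher, median 0.13), with the kinase gene Sgk1 at 0.41, Tgm2 at 0.39, the clock gene Per1 at 0.38 and Errfi1 at 0.31. Camera gave adjusted p = 0.00176 for interferon and 7.26e-04 for glucocorticoid genes, and both had adjusted p = 0.625 with an estimated correlation. Within number 1 the medians were 0.23 and 0.25, and within number 2 they were 0.08 and 0.04. From the control mean, the glucocorticoid median was 0.33 in R-SDS 1 and -0.02 in R-SDS 2. The choroid plexus median was 2.12 and -0.15 in these arrays, and whether the rises in R-SDS 1 share a cause was not tested. In limma, 0 genes of either list passed adjusted over the list alone and 0 over all genes. Without R-SDS 1 the sign of the glucocorticoid list turned (camera adjusted p = 0.817), and its call was lost without Control 2 (0.100). The interferon list lost its call without R-SDS 1 (0.802) and without Control 2 (0.135). Without R-SDS 1 the differences were 0.0059 for Ifit1, 0.11 for Sgk1, 0.15 for Tgm2 and 0.0516 for Per1, and that of Stat2 was 0.21 without Control 2. The groups overlapped for Ifit3, at 5.86 and 5.48 in the controls against 5.57 and 5.20 in R-SDS mice. Its difference was smaller without Control 1 and without R-SDS 2, and was -0.29 within number 1 and -0.28 within number 2.

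Of the other lists called higher, all but the dentate granule neuron list moved more within number 1 than within number 2. The meningeal and perivascular fibroblast list (16 measured, all 16 higher, median 0.21), with Igfbp2 at 0.94 and Fmod at 0.60, had medians of 0.32 within number 1 and -0.02 within number 2. It was called lower without R-SDS 1 (camera adjusted p = 0.0263) and not called without Control 2 (0.486). For the neutrophil and platelet list (15 measured, 12 higher, median 0.14), with Ppbp at 0.78, Lyz2 at 0.77 and the alarmin gene S100a8 at 0.57, they were 0.40 and -0.07. For the 2 erythroid genes, Alas2 (0.80) and Slc4a1 (0.42), they were 1.28 and -0.06. The ependymal list (12 measured, 9 higher, median 0.11), with Cfap126 at 0.56, had medians of 0.14 and 0.07. The dentate granule neuron list (12 measured, 9 higher, median 0.06), with Dsp (0.39) and C1ql2 (0.39), had medians of 0.02 and 0.16. Camera gave adjusted p = 0.00142, 9.47e-04, 0.00579, 0.0227 and 0.00717 for these 5 lists in this order. With an estimated correlation, the fibroblast list had adjusted p = 0.661 and the other 4 had adjusted p = 0.625. In limma, 0 of their genes passed adjusted over the list alone and 0 over all genes. Without R-SDS 1 the calls of the other 4 lists were lost (camera adjusted p = 0.447, 0.589, 0.325 and 0.198), as they were for the first 3 of these without Control 1 (0.243, 0.146 and 0.508) and for the dentate list without Control 2 (0.358). Of the 11 lists called higher, 0 stayed so without R-SDS 1. The sign turned without R-SDS 1 for Igfbp2 (-0.21) and Alas2 (-0.0022) and without Control 2 for Fmod (-0.0447). Other differences without R-SDS 1 were 0.0459 for Fmod, 0.12 for Lyz2, 0.52 for Ppbp, 0.20 for S100a8, 0.20 for Slc4a1, 0.14 for Dsp and 0.20 for C1ql2. Without Control 2 they were 0.58 for Igfbp2, 0.35 for Lyz2, 0.22 for Dsp and 0.26 for C1ql2, and without Control 1 they were 0.27 for S100a8 and 0.25 for Slc4a1.

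Apart from the liver lists, 3 lists were called lower. The striatal neuron list (8 measured, 6 lower, median -0.23) was led by the enkephalin precursor gene Penk (-0.39), with Gpr6 at -0.29 and Tac1 at -0.28, but Ppp1r1b at 0.32. All 9 oligodendrocyte precursor genes had a lower mean in R-SDS mice (median -0.08), among them Olig2 (-0.25) and Neu4 (-0.24). Of 51 small nucleolar RNAs, 39 were lower (median -0.06), among them Snord118 (-0.49) and Snora73b (-0.37). Camera gave adjusted p = 9.47e-04, 0.0143 and 9.40e-04, and each had adjusted p = 0.625 with an estimated correlation. The medians within number 1 and number 2 were -0.10 and -0.34 for striatum, -0.16 and -0.05 for precursors, and -0.14 and -0.0023 for small nucleolar RNAs. In limma, 0 genes of these lists passed adjusted over the list alone and 0 over all genes. The sign of the small nucleolar RNA list turned without R-SDS 1 (camera adjusted p = 0.804). The striatal call was lost without Control 2 (camera adjusted p = 0.309) and without R-SDS 2 (0.0613), and the precursor call without Control 1 (0.948) and without R-SDS 2 (0.440). The sign of Ppp1r1b turned without R-SDS 1 (-0.0823), where Snord118 stood at -0.12, while Olig2 stood at -0.0181 without Control 1 and Gpr6 at -0.13 without Control 2.

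The remaining 21 lists were not called, with medians between -0.07 and 0.10. Among brain cell types these were microglia, astrocytes, oligodendrocytes, CA1 neurons, CA3 and CA2 neurons, and interneurons. For other tissue they were neocortical neurons, thalamus and habenula, skeletal muscle, exocrine pancreas, kidney tubule, and olfactory and vomeronasal receptors. Among functions they were inflammation, immediate early genes, neurotrophins and plasticity, neurogenesis, circadian clock, heat shock, thyroid and retinoid genes, ribosomal proteins and histones. Median and mean had opposite signs for the thalamus and habenula list (0.03 and -0.01) and the exocrine pancreas list (-0.01 and 0.03). The inflammation list (26 measured, 17 higher, median 0.09) had a camera adjusted p of 0.0794, and was called higher without Control 2 (0.0359) and without R-SDS 1 (0.0263). In limma, 1 of its genes, Lcn2, passed adjusted over the list alone, and 0 passed over all genes. The activity-dependent transcription factor genes Npas4 and Nr4a1 went opposite ways, at -0.59 and 0.45. Each difference leaned on 1 array. Nr4a1 measured 9.47 in R-SDS 1 but 8.58 in R-SDS 2, against a control mean of 8.58. Npas4 measured 7.35 in Control 1 but 6.77 in Control 2, against an R-SDS mean of 6.47. The list of mitochondrially encoded genes had no measured member. Without Control 1 and without R-SDS 2, respectively, camera called higher the lists of immediate early genes (adjusted p = 1.51e-04 and 4.51e-05), heat shock (0.00153 and 0.00413), astrocytes (0.00333 and 0.0191), circadian clock (0.00845 and 0.00346), CA1 neurons (0.00770 and 0.0436), thyroid and retinoid genes (0.0450 and 0.00448) and ribosomal proteins (0.0394 and 0.0436), and the olfactory and vomeronasal receptors lower (6.16e-08 and 1.25e-05). Without Control 2 and without R-SDS 1, respectively, it called these receptors higher (0.00606 and 0.0343) and neocortical neurons lower (0.00149 and 0.0120). Microglia were called higher without Control 1 (0.0207), and oligodendrocytes lower without Control 2 (5.16e-04).

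**Figure D3:**
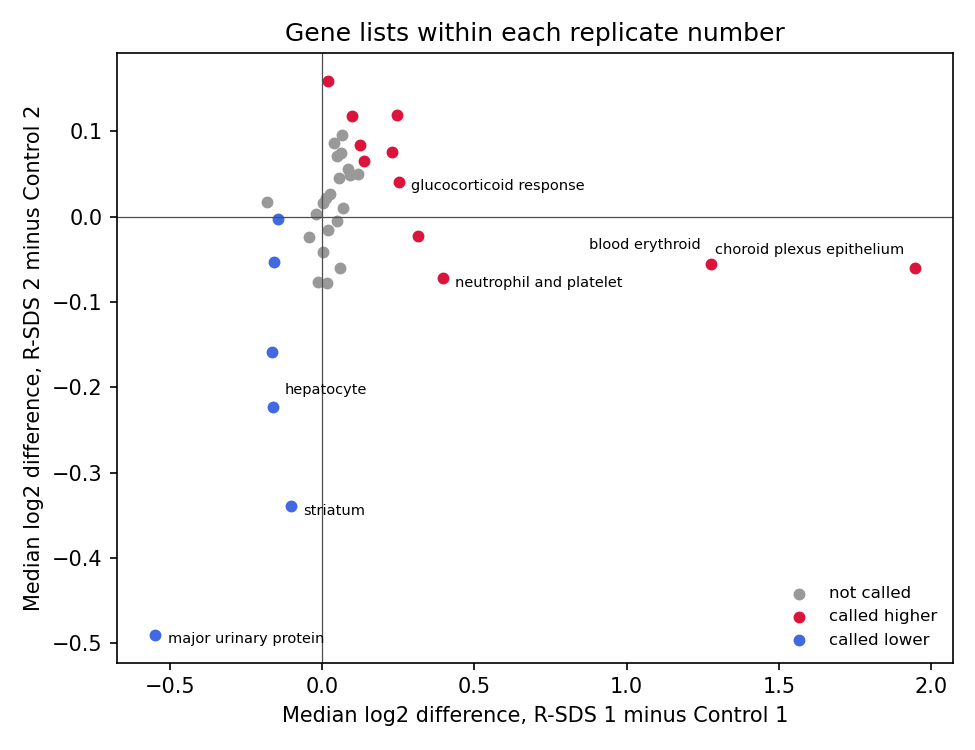
Median log2 difference of each of the 38 gene lists within replicate number 1 (R-SDS 1 minus Control 1, horizontal axis) and within number 2 (R-SDS 2 minus Control 2, vertical axis), with lists called higher by camera in red, called lower in blue and not called in grey. The choroid plexus list stands at 1.95 and -0.06, and the major urinary protein list at -0.55 and -0.49.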

Values the study reported

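For the microarray comparison of susceptible R-SDS mice with control mice, the study counted 62 genes as upregulated and 95 as downregulated. Its selection asked for an absolute log2 fold change above 0.5 and p < 0.05, with 2 mice analysed. By RT-qPCR, the study gave Ttr mRNA as 3.73-fold higher in susceptible R-SDS hippocampus than in controls. By Western blotting it gave a 2.62-fold higher TTR protein level. The study also reported significantly higher Lcn2, Icam1 and Vcam1 mRNA by RT-qPCR in susceptible R-SDS mice than in controls.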

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

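The tests of rows without a single gene symbol were chosen after the named transcripts had been examined. These 13767 rows entered no comparison of the report other than the alternative over all rows. Of them, 142 were higher and 321 lower in R-SDS mice by limma at the thresholds of the study, or 3.36% of such rows, against 0.275% of the rows with 1 symbol in the same fit. With Benjamini-Hochberg adjustment over all rows, 0 passed in limma. The real split of the arrays gave 463 such rows, and the other splits gave 1806 and 535, so the count does not stand out from other groupings of these arrays. The rows past the thresholds were dim, with a median log2 value of 4.01, against 5.24 over all rows without a single symbol and 6.55 over the rows with 1 symbol.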

How the results depend on the processing

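The alternatives that combine the replicate block with another choice, and the paired test, were added after seeing the data. At the adjusted p, 0 transcripts passed with all alternatives other than leaving out an array, which gave 0 to 46 higher and 0 to 3 lower. The counts at the thresholds of the study (32 higher, 42 lower) became 6 and 13 with the methods' t-test, 5 and 1 with brighter transcripts only, 167 and 356 over all rows, 2 and 2 with a size threshold of 1, and 74 to 416 and 67 to 323 on leaving out each array. The stricter size accounts for the counts under that setting by construction, and for the others the cause was not tested. When an array is left out, the lone array of its group is assumed to vary like the other group.

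Same-numbered arrays deviated together (correlation 0.517 across transcripts), but with 2 pairs and no such label the arrays share only a number. With the replicate number as a block, 54 transcripts were higher and 46 lower at the thresholds of the study, and 0 passed the adjusted p. With the block over all rows 247 were higher and 535 lower, and with the paired form of the methods' t-test 4 and 11. The p adjusted over the list alone was 0.00157 for Ttr and 0.00378 for Lcn2 with the block, 0.0154 and 0.0258 with the block over all rows, 0.921 and 0.549 with the methods' t-test, and 0.719 for both in its paired form. With the block and camera, 10 lists were called higher and 6 lower, where the erythroid and ependymal lists lost their call (both 0.0707) and the immediate early list gained one (0.0445); with an estimated correlation and the block, 0 and 0 were called.

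With an estimated correlation 0 lists were called higher and 0 lower, and with fry 0 and 0. With camera on ranks 8 and 5 were called, where the erythroid (0.0501), ependymal (0.101), dentate granule neuron (0.0515) and Serpina1 (0.225) lists lost their call. The filter for brighter genes left 3 hepatocyte genes, Ttr among them, so the turned sign of that list there (camera adjusted p = 0.920) does not bear on the others; it left 3 ependymal genes, and that list lost its call (0.0645). Leaving out each array gave 2 to 18 lists higher. The Ttr difference ranged from -0.61 to 3.80, and its p adjusted over the list alone from 0.0139 to 0.963. Signs also turned on leaving out an array for Icam1 (-0.14 to 0.34), Bdnf (-0.0608 to 0.15), Vgf (-0.19 to 0.24), Sirt1 (-0.11 to 0.0362), Homer1 (-0.11 to 0.0679), Nr3c1 (-0.23 to 0.0586), Kcnj13 (-1.03 to 4.17), Clic6 (-0.44 to 3.54), Alas2 (-0.0022 to 1.61), Igfbp2 (-0.21 to 2.09), Fmod (-0.0447 to 1.25), Olig1 (-0.26 to 0.10), Ppp1r1b (-0.0823 to 0.73), Mup21 (-0.26 to 0.0208) and Serpina1f (-0.13 to 0.26). The camera adjusted p of lists whose sign turned ranged from 6.51e-110 to 0.00144 for choroid plexus, from 3.62e-05 to 0.993 for endothelium, from 2.24e-14 to 0.486 for fibroblasts, from 7.19e-07 to 0.817 for glucocorticoid genes and from 2.19e-06 to 0.804 for small nucleolar RNAs. The cause was not tested beyond the array left out.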

Other observations

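The tests in this part were chosen after the results they bear on were seen, except the count of other splits of the arrays, the counts over all rows and those with the replicate number as a block. The differences within number 1 and number 2 correlated at only 0.0210 across transcripts. By over 0.5 in both, 13 transcripts were higher and 17 lower, against 2.67 and 2.52 expected if the numbers were independent, and 18 went opposite ways against 6.21 expected. The higher ones included the amino acid transporter gene Slc38a5 (0.63 and 0.58 within numbers 1 and 2), the podocalyxin gene Podxl (0.55 and 0.56), Ch25h (1.04 and 0.60) and Lyz2 (1.00 and 0.55). The lower ones included Galr1, which encodes a galanin receptor (-0.52 and -0.57), and the histone variant gene H2al3 (-0.56 and -0.54). Of the 40 transcripts with the largest higher value within number 1, 21 belong to the choroid plexus list, and others, such as Ecrg4 (2.51 and 0.08 within numbers 1 and 2), Rbm47 (2.41 and -0.01) and Sulf1 (2.06 and -0.01), were higher within number 1 alone.

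At the thresholds of the study, limma counted 32 transcripts higher and 42 lower here. Both are lower than the counts quoted from the study above, as are the 6 and 13 of the methods' t-test. Over all rows limma counted 167 and 356, both higher than the counts of the study. The 3 ways to split the 4 arrays into pairs are too few for a share under 0.05. The real split gave 74 transcripts past these thresholds, and 2 of the 3 splits gave at least as many, the highest other being 839. That split sets Control 1 and R-SDS 1 against Control 2 and R-SDS 2, which points to a structure of the samples by replicate number. Within the numbers, the counts with the block were 54 higher and 46 lower. Camera called 17 lists in the real split and 17 in the split by replicate number. It called 7 with Control 1 and R-SDS 2 against Control 2 and R-SDS 1. In this order, the choroid plexus list had camera adjusted p = 8.60e-14, 4.91e-05 and 2.62e-15, so its call is not specific to the split by stress. The hepatocyte list had camera adjusted p = 8.60e-14, 0.785 and 0.669, and was called in the real split alone.

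Choroid plexus genes were higher in 1 of the 2 R-SDS mice. Without Ttr, the median of the other 27 genes was 2.107 above the control mean in R-SDS 1 (95% interval 1.53 to 2.34 over genes, which are not independent), and 26 of them were highest there. A rise caused by stress in both R-SDS mice is argued against by the median of -0.07794 in R-SDS 2 minus Control 2 (-0.15 to 0.07). After cyclic loess the median in R-SDS 1 was 2.115. Cyclic loess was run on values already processed with RMA, so this cannot decide on a cause in the authors' normalisation. Choroid plexus tissue left on the dissected hippocampus of R-SDS 1 and a response of the choroid plexus in that mouse alone cannot be told apart, since both would raise these genes there. For Ttr in R-SDS 2 against Control 2, the difference between the controls was taken as the profile of this tissue. The controls differ by 3.95 in Ttr and by a median of 0.14 in the other genes. The other genes ranged from -0.49 (Col9a3) to 1.52 (Kcnj13) in Control 1 minus Control 2. On that assumption a trace would raise the other genes by a median of only 0.01579, and it cannot be told apart from stress. Within number 1, Ttr differed by 1.83 and the choroid plexus list by a median of 1.95. The rise predicted from that profile was not tested.

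Of the 28 measured hepatocyte genes, 13 were lower in both R-SDS mice than in both controls, and 1, Ambp, was higher in both. The 23 hepatocyte genes without Alb, Ttr, Mup and Serpina1 genes had a median of -0.15 (-0.34 to -0.0039), lower than in all 10000 random lists matched for brightness (a percentile below 0.01). A general loss of dim transcripts is argued against by these lists, whose lowest median was -0.1183, and RNA from liver in both control samples may account for part of the pattern. Such RNA should also leave 5 genes that liver makes in abundance lower in R-SDS mice. Of these, Apoh, Fgg and Hp had group means within 0.01 of each other, Fga differed by 0.04 and Serpina1d by -0.11. Ambp was higher within both numbers (0.33 and 0.38). The values of these 5 genes and of Ambp do not show the drop that liver RNA would give. Other genes of the list do, such as Apoc3 (-0.45), Ahsg (-0.44) and Fgb (-0.34). These 3 are among the 13 that were lower in both R-SDS mice, against 1 that was higher. Many of the hepatocyte genes were dim, and for that reason liver RNA stays open. A response of these transcripts to stress, in whatever cells of the sample make them, was not tested.

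Lcn2 was higher than the control mean by 3.23 in R-SDS 1 and by 1.90 in R-SDS 2. Neutrophils, which carry Lcn2, cannot be told apart from another source, since 8 neutrophil genes were dim (median control mean 4.17, below the median of all genes) and went both ways, with medians of 0.1899 (-0.16 to 0.93) above the control mean in R-SDS 1 and 0.08259 (-0.51 to 0.27) in R-SDS 2. Choroid plexus tissue is argued against as the source in R-SDS 2, where the median of its genes was -0.1242 from the control mean. In R-SDS 1 it may add to Lcn2, which was 1.329 higher there than in R-SDS 2, and no value here decides. A response of Lcn2 to the stress stays open and was not tested.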
